A study of Mus musculus with 12 samples. Its data were reported in "PPARγ-dependent remodeling of translational machinery in adipose progenitors is impaired in obesity" (2024).

How the data were processed

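The samples were epididymal SVF cells of male ob/ob mice, differentiated in culture with or without Rosi, from which total RNA (input) and RNA of pooled polysome fractions from a sucrose gradient were made into poly(A) libraries. The protocols and the article give 4 days of differentiation, while the design text of the series gives another number, and 4 was kept. The series text describes the pooled fractions as those with 3 or more ribosomes per mRNA, and the article as those with more than 3. The sample titles call the second kind of library by the tissue name alone, and it was taken to be the polysome pool because the other kind is called input and the series is of polysome sequencing. The authors demultiplexed with bcl2fastq 2.17, checked reads with FastQC, quantified transcripts with Salmon against mm10, and tested with DESeq2, with versions of the last 3 tools not stated. The authors deposited an estimated count for each transcript in each library, and these estimated counts are the values tested here. The TPM deposited by the authors was used only in alternatives, and the effective length deposited by the authors only to check the TPM. Raw reads were not used here, and the strandedness of the library kit was not stated.

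Each file held 117135 transcripts, of which 115973 matched a gene of GENCODE M21 (mm10) and 1162 did not, the latter with 0.381 to 0.464% of reads. Estimated counts were summed to 35523 genes and rounded. The 12 libraries were compared in pairs, and since input Veh replicates 2 and 3 were identical they were counted as 1, which left 11. Counts are given as CPM, scaled to the library sizes of a joint fit of the 4 groups.

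Genes were tested with the quasi-likelihood F test of edgeR 4.0.16 (R 4.3.3) after filterByExpr and TMM factors, two-sided, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 0.2 for Rosi against Veh, or over 1 for polysome over input and for translation efficiency, which was the interaction of fraction and treatment. Input and polysome were each fitted on their own, and the other comparisons in a fit of all 4 groups. Standard errors are the absolute log2 fold change over the square root of F. The p-values measure only the spread between the libraries, which the labels call biological replicates, and floors cover counting error alone. A fold against a group without reads is a lower bound from a floor of 3 counts over the group. These tests, thresholds and the lists and naming rule below were chosen before the data were examined. The genes named were Pparg, then among called genes with a mean log2 CPM of at least 1 and no overlap between groups the 10 highest and 10 lowest log2 fold changes in input and in polysome, the 8 highest and 8 lowest of polysome over input in Veh, and 5 on each side of translation efficiency or, where none was called, the 3 of smallest p on each side, then up to 4 members of smallest p of each list and the genes of the study's lists. Unnamed Gm and Rik genes were counted but left out of the text, and not every gene the rule selects is described. Members of shared calls and of calls in polysome alone, and Gm28437, were named after their values were seen.

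Gene lists were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with a correlation of 0.01, and again with an estimated correlation and with fry, for lists with at least 3 measured members. The lists were adipocyte identity, PPARγ targets, lipolysis and lipid droplets, triglyceride synthesis, fatty acid oxidation, fatty acid synthesis, cholesterol synthesis, thermogenic genes, cytosolic ribosome, mitochondrial ribosome, translation factors, nuclear oxidative phosphorylation, mitochondrial-encoded mRNAs, lysosome, inflammation, interferon response, matrix, immediate early genes, integrated stress response, cell cycle, and markers of macrophages, dendritic cells, neutrophils, lymphocytes, endothelium, progenitors, mesothelium, smooth muscle and pericytes, erythroid cells and epididymis, with nuclear noncoding RNAs and the study's examples of polysome and of translation efficiency genes. Members came from general knowledge of the pathways, except for the study's examples, which come from these samples. List counts are given over all genes and adjusted over the list alone.

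Features of transcripts came from GENCODE M21, where 115332 transcripts had the same version and length and 52637 of these a 5′ UTR of at least 20 bases. 5′ UTR composition was compared with 1e+05 permutations, and intervals are 95% bootstrap intervals from 10000 draws. The alternatives chosen before the data were examined were DESeq2 1.42.0, RLE or upper quartile factors, no count filter or a filter of at least 10 counts in every library of 1 group, each library left out in turn, the replicate number as a block, all libraries as deposited, 1 fit of all groups, limma on log2 of TPM plus 1 for genes with a TPM of at least 1 in 2 libraries, and counts scaled from TPM and length. DESeq2 on all libraries as deposited, the same without a count filter, and for the 5′ UTR comparison the transcripts called by DESeq2 and each library left out, were chosen after seeing the data. Leaving out an input Veh library leaves 1 in that group, and the other groups then supply the spread. A call lost or gained in such a fit does not decide whether it holds. The tests were also tested on simulated data, where an adjusted p under 0.05, with no threshold on the fold, recovered 70.1% of 1.5-fold and 86.6% of 2-fold changes in input and 46.3% and 76.1% in polysome. Each simulation changed 67 genes by 1.5-fold, 67 by 2-fold and 66 by 4-fold. Against these, 19 unchanged genes passed in input, 16 in polysome and 11 in translation efficiency. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 prepared tables and figures. Other assays of the study, among them its single-cell data, were not analysed here.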

Results

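To learn which mRNAs rosiglitazone (Rosi), an agonist of the nuclear receptor PPARγ, brings onto heavily loaded ribosomes in obese fat, total RNA and polysomal RNA were sequenced from stromal vascular fraction (SVF) cells of the epididymal fat of male ob/ob mice, which lack leptin. The cells were differentiated in culture with an adipogenic cocktail and either 1 µM Rosi or vehicle (Veh). The libraries formed 4 groups, input Veh, input Rosi, polysome Veh and polysome Rosi, in which input is total RNA and polysome is the pool of heavily loaded polysome fractions. Each group had 3 deposited libraries, labelled as biological replicates. Replicates 2 and 3 of input Veh held the same value for 117135 of 117135 transcripts and were counted as 1 library, which left n = 2 for input Veh and n = 3 for each other group. The libraries held 19.1, 21 and 18.5 M estimated reads in polysome Veh, 22.4, 22.4 and 19.8 M in polysome Rosi, 17.4 and 20.6 M in input Veh, and 21.2, 22.7 and 24 M in input Rosi. The first principal component of the log2 counts scaled to library size (CPM) held 50.2% of the variance and parted polysome from input, and the second held 12.5% and parted Rosi from Veh. Polysome Veh replicate 1 lay at −53.1 on the first component, away from replicates 2 and 3 at −27.2 and −21.4. Polysome Rosi replicate 3 lay at −42.5, and replicates 1 and 2 at −27.4 and −32.3. Transcripts of cells other than adipocytes were abundant, such as Lyz2, the lysozyme of macrophages, at 10690 ± 692 CPM in input Veh (SD, n = 2), and Acta2, the actin of smooth muscle, at 6263 ± 208 CPM. Crisp1, a secreted protein of the epididymis, stood at 118 ± 8.89 CPM in input Veh (SD, n = 2) and 191 ± 55.8 CPM in polysome Veh (SD, n = 3).

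The first comparison asked how Rosi changed total RNA. Rosi raised a set of adipocyte genes from near the detection limit. Cidec (ENSMUSG00000030278, chromosome 6, 113424634 to 113435760, mm10), which enlarges lipid droplets, rose from 0.687 ± 0.0667 CPM in input Veh (SD, n = 2) to 147 ± 20.4 CPM in input Rosi (SD, n = 3), a log2 fold change of 7.80 ± 0.20 (SE; adjusted p = 1.29e-10). Adipoq (ENSMUSG00000022878, chromosome 16, 23146536 to 23158028), the hormone adiponectin, rose from 0.416 ± 0.363 to 32.4 ± 3.61 CPM (log2 fold change 6.38 ± 0.28, SE; adjusted p = 3.11e-08). Plin1, the coat protein of lipid droplets, rose by a log2 fold change of 4.92 ± 0.24 (SE), and Gpd1, which makes glycerol phosphate for triglycerides, by 4.71 ± 0.18. The fatty acid carrier Fabp4, already expressed in input Veh at 66.9 ± 2.07 CPM, reached 423 ± 10.6 CPM (log2 fold change 2.73 ± 0.09, SE; adjusted p = 2.76e-09). The receptor itself, Pparg (ENSMUSG00000000440, chromosome 6, 115360951 to 115490399), was at 11.0 ± 1.07 and 15.5 ± 2.04 CPM and did not pass the test (log2 fold change 0.57 ± 0.15, SE; adjusted p = 0.0947). Other genes with large called increases included Steap4, a metalloreductase (log2 fold change 4.55), the potassium channel Kcnk3 (4.05), the adipokine Retn (3.99), the amino acid transporter Slc36a2 (3.97) and Trarg1, a regulator of glucose transporter trafficking (3.45), with adjusted p of at most 0.000258. The largest called decreases were smaller and included genes of myeloid cells: the lectin receptor Clec7a (log2 fold change −0.87, adjusted p = 0.0148), Plek (−0.58, 0.00895), Clec5a (−0.58, 0.0404) and the acute-phase gene Saa3 (−0.60, 0.0393). Cbr2 (−0.74, 0.0355), the Y-linked helicase Ddx3y (−0.73, 0.0384), Rb1cc1 (−0.60, 0.0462) and Neurl3 (−0.59, 0.0377) were also called lower, as were the phosphatase Inpp4b (adjusted p = 0.0409) and the unnamed CT030661.1 (0.0485). In total 182 of 13603 genes passed, 154 higher and 28 lower in Rosi, 72 of them by more than 2-fold, and 2312 had an unadjusted p under 0.05, where chance gives 680. None of the 182, which were selected on the same libraries, overlapped between the groups, and over all tested genes 36.7% did not overlap, where chance gives 20% with 2 against 3 libraries. The count was 111 without input Rosi replicate 2 and 1580 without input Rosi replicate 1, of which 701 were higher and 879 lower. Leaving out an input Veh library leaves 1 Veh library, so that only the Rosi libraries supply a spread. Counts from those fits are not given. Of the 12 lower genes chosen by the naming rule, 9 lost their call without input Rosi replicate 2 and 7 without replicate 3. Of the 30 higher genes chosen by the naming rule, 6 lost theirs without each of these libraries. Without input Veh replicate 2 the log2 fold changes of the 12 lower genes lay between −0.71 (Cbr2) and −0.37 (Msr1).

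**Figure D1:**
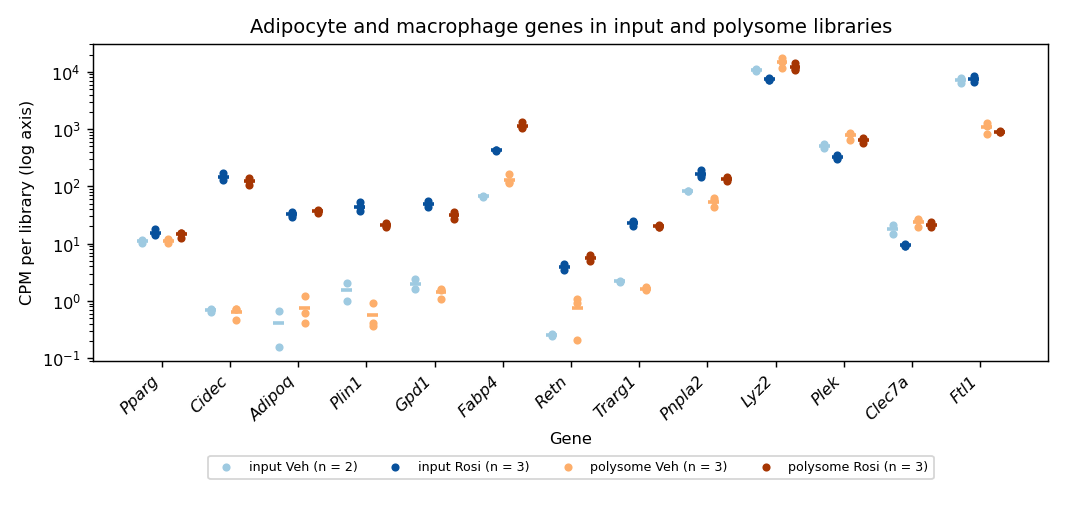
CPM of 13 named genes on a log axis, with 1 point per library and a bar at the mean, for input Veh (n = 2) and input Rosi, polysome Veh and polysome Rosi (n = 3 each). Cidec goes from 0.687 to 147 CPM in input and from 0.643 to 122 CPM in polysome, while Lyz2 goes from 10690 to 7466 CPM in input and Ftl1 differs between fractions.

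Among the gene lists, adipocyte identity genes rose together in input: 16 of 24 measured members passed over all genes and 20 when adjusted over the list alone, with a median log2 fold change of 2.43 (adjusted p = 2e-26 by camera, adjusted p = 0.0855 with an estimated correlation). Of the PPARγ target list 17 of 28 members passed over all genes, and 24 higher and 1 lower adjusted over the list alone (median 0.80; adjusted p = 1.03e-21, and adjusted p = 0.069 with an estimated correlation). The lipolysis and lipid droplet list had 9 of 19 members higher, and 13 higher and 1 lower adjusted over the list alone (median 0.47, adjusted p = 3.31e-10, adjusted p = 0.183 with an estimated correlation). Its members included the lipase inhibitor G0s2 (log2 fold change 2.76 ± 0.19, SE) and hormone-sensitive lipase, Lipe (2.13 ± 0.16). These lists overlap, with 11 genes shared by the adipocyte and PPARγ lists and 9 by the PPARγ and lipolysis lists. Triglyceride synthesis rose as well, with 5 of 21 members higher and, adjusted over the list alone, 8 higher and 1 lower (median 0.20, adjusted p = 0.000266, adjusted p = 0.183 with an estimated correlation), among them the acyl-CoA synthetase Acsl1 (2.02 ± 0.12), the acyltransferase Gpat3 (1.87 ± 0.17) and Agpat2 (0.81 ± 0.13). Fatty acid oxidation had 3 of 23 members higher, among them Cpt1b and Cpt1a (0.60 ± 0.11), and 12 adjusted over the list alone (median 0.24, adjusted p = 1.7e-06, adjusted p = 0.183 with an estimated correlation). The thermogenic list rose by camera with 2 of 11 members higher, the channel Kcnk3 and the fatty acid importer of mitochondria Cpt1b, and 3 adjusted over the list alone (median 0.26, adjusted p = 0.00395, adjusted p = 0.183 with an estimated correlation). Cpt1b lost its call without input Rosi replicate 2 (adjusted p = 0.0616) and Cpt1a without input Rosi replicate 3 (0.0542). Agpat2 stood at a log2 fold change of 0.70 without input Veh replicate 1. Cpt1b and Cpt1a stood at 2.36 and 0.49 without input Veh replicate 2. The study's own polysome examples, chosen on these samples and so not independent evidence of direction, were higher for 5 of 5 measured genes over all genes and adjusted over the list alone (median 4.93, or 4.56 with Aqp7 at the floor, adjusted p = 1.27e-11, adjusted p = 0.183 with an estimated correlation). Of these, Arxes1 rose by a log2 fold change of 2.93 ± 0.30 (SE), and the glycerol channel Aqp7, with 0 reads in input Veh and 135 in input Rosi, was at least 23.5-fold higher against a floor of 3 counts over the group. The study's translation efficiency examples, likewise chosen on these samples, did not shift in input (adjusted p = 0.336), and 1 of 11 rose over all genes, the triglyceride lipase Pnpla2 (log2 fold change 1.06 ± 0.11, SE), with 1 higher and 2 lower adjusted over the list alone.

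Macrophage markers fell as a list in input, with 26 of 26 members below 0 and a median log2 fold change of −0.32 (adjusted p = 6.22e-09 by camera, adjusted p = 0.442 with an estimated correlation). Lyz2 fell from 10690 ± 692 CPM (SD, n = 2) to 7466 ± 410 CPM (SD, n = 3), a log2 fold change of −0.45 ± 0.08 (SE; adjusted p = 0.0112), and the scavenger receptor Msr1 also passed (−0.45, 0.0439), so that 2 members passed over all genes and 16 adjusted over the list alone. Both lost their call without input Rosi replicate 2 (adjusted p 0.103 and 0.111), and stood at −0.39 and −0.37 without input Veh replicate 2. The complement gene C1qb (−0.49) and the growth factor receptor Csf1r (−0.37) did not pass over all genes. Smaller shifts were called for lists with few or no called members. The lysosome list fell (median −0.11, adjusted p = 0.00395, adjusted p = 0.579 with an estimated correlation) with 0 of 50 members passing in edgeR over all genes, 2 higher and 1 lower adjusted over the list alone, and 4 higher and 14 lower at an unadjusted p under 0.05. Nuclear-encoded oxidative phosphorylation genes fell by a median of −0.09 (adjusted p = 0.000644, adjusted p = 0.758 with an estimated correlation), cytosolic ribosomal proteins by −0.10 (0.0023, and adjusted p = 0.841 with an estimated correlation) and mitochondrial ribosomal proteins by −0.08 (0.0115, and adjusted p = 0.758 with an estimated correlation). In these 3 lists edgeR called 0 of 76, 0 of 79 and 0 of 78 members, over all genes or adjusted over the list alone, and at an unadjusted p under 0.05 there were 13, 8 and 4 lower and 1, 0 and 2 higher. Immediate early genes rose (median 0.15, adjusted p = 0.0148, adjusted p = 0.32 with an estimated correlation) with 1 of 29 called, the transcription factor Egr1 (0.42 ± 0.09, SE), and 6 adjusted over the list alone. Mitochondrial-encoded mRNAs rose (median 0.20, adjusted p = 0.0223, adjusted p = 0.68 with an estimated correlation) with 1 of 13 called, mt-Nd4l, whose reads overlap those of mt-Nd4, and 6 adjusted over the list alone. Egr1 and mt-Nd4l each lost the call without input Rosi replicate 3 (adjusted p 0.114 and 0.0931). Their log2 fold changes were 0.40 and 0.43 without input Veh replicate 2. The calls of the cytosolic and mitochondrial ribosome lists were lost without input Rosi replicate 3 (adjusted p 0.13 and 0.0714) and with the replicate number as a block (0.164 and 0.128). Those of the immediate early and mitochondrial-encoded lists were lost without input Rosi replicate 1 (0.066 and 0.263). In direction alone, the lysosome, oxidative phosphorylation and mitochondrial ribosome lists stayed lower without input Veh replicate 2, and the cytosolic ribosome list turned. With 1 Veh library in that fit, the spread came from the Rosi libraries alone, so it does not decide whether these list calls hold. With an estimated correlation 0 of the 14 lists called by camera in input passed, and 7 did by fry.

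The second comparison asked the same of the polysome pool. Rosi raised adipocyte genes there too. Cidec rose from 0.643 ± 0.152 CPM in polysome Veh (SD, n = 3) to 122 ± 17 CPM in polysome Rosi (SD, n = 3), a log2 fold change of 7.55 ± 0.20 (SE; adjusted p = 3.01e-10), and Adipoq from 0.741 ± 0.406 to 36.6 ± 2.05 CPM (5.61 ± 0.23, SE; adjusted p = 3.02e-08). Fabp4 rose from 132 ± 26.3 to 1146 ± 148 CPM (3.11 ± 0.16, SE; adjusted p = 1.45e-07). Plin1 rose by a log2 fold change of 5.15 ± 0.25 (SE), Gpd1 by 4.44 ± 0.18, the lipid droplet protein Plin4 by 4.22 ± 0.58, Steap4 by 4.06 ± 0.33, Trarg1 by 3.61 ± 0.16, Enpp2, the enzyme autotaxin, by 3.37 ± 0.22 and Sntb1, a syntrophin, by 3.30 ± 0.37. The 3 called genes that were lower are encoded by the mitochondrial genome. Of these, mt-Co1, a subunit of cytochrome c oxidase, fell from 4315 ± 222 to 2823 ± 404 CPM (−0.62 ± 0.12, SE; adjusted p = 0.0383), mt-Nd1, a subunit of complex I, by a log2 fold change of −0.77 (adjusted p = 0.0269), and mt-Atp8, whose reads overlap those of mt-Atp6, by −0.85 ± 0.16 (0.0254). Pparg was at 11.1 ± 0.905 and 14.5 ± 1.71 CPM and did not pass (0.37 ± 0.14, SE; adjusted p = 0.936). In total 88 of 13436 genes passed, 85 higher and 3 lower, 66 of them by more than 2-fold, and 636 had an unadjusted p under 0.05, where chance gives 672. None of the 88, again selected on the same libraries, overlapped between the groups, while over all tested genes 8.96% did not overlap, where chance gives 10% with 3 against 3 libraries. The count was 179 without polysome Veh replicate 1, the library apart on the first principal component, of which 125 were higher and 54 lower, and 55 without polysome Veh replicate 2. The 3 lowered genes lost their call without polysome Veh replicate 2 (adjusted p 0.0636 to 0.189), polysome Rosi replicate 1 (0.0997 to 0.18) or polysome Rosi replicate 2 (0.193 to 0.382).

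In the polysome pool the lists of adipocyte function rose by both forms of camera. Adipocyte identity had 16 of 23 members higher and 21 adjusted over the list alone (median 2.18, adjusted p = 1.41e-57, adjusted p = 0.00566 with an estimated correlation). PPARγ targets had 13 of 27 and 20 adjusted over the list alone (median 0.62, adjusted p = 2.12e-38, adjusted p = 0.00566 with an estimated correlation), and lipolysis and lipid droplets 9 of 19 and 12 adjusted over the list alone (median 0.58, adjusted p = 1.14e-25, adjusted p = 0.00566 with an estimated correlation). G0s2 (2.85 ± 0.16, SE), Lipe (2.18 ± 0.19) and Pnpla2 (1.30 ± 0.14) were among them. The study's polysome examples, not independent evidence of direction, were higher for 5 of 5 over all genes and adjusted over the list alone (median 4.90, adjusted p = 2.08e-25, adjusted p = 0.0163 with an estimated correlation), with Aqp7 losing its call without polysome Veh replicate 2 (adjusted p = 0.0656). Triglyceride synthesis passed camera with 6 of 21 members higher and 7 adjusted over the list alone, including Acsl1 (1.60 ± 0.10), Gpat3 (1.32 ± 0.21) and Agpat2 (0.94 ± 0.14), although its median was 0.01 (adjusted p = 6.19e-06, adjusted p = 0.216 with an estimated correlation). Fatty acid oxidation passed with 1 of 23 members higher, Cpt1b, at least 19.4-fold against the floor of 3 counts over the group, and 4 adjusted over the list alone (median 0.14, adjusted p = 2.73e-08, adjusted p = 0.172 with an estimated correlation). The thermogenic list passed with 2 of 10 members higher, Cpt1b and Kcnk3, over all genes and adjusted over the list alone (median 0.20, adjusted p = 0.000112, adjusted p = 0.0734 with an estimated correlation). Fatty acid synthesis had 1 of 14 higher by either adjustment, that is, over all genes and adjusted over the list alone, the desaturase Scd1 (1.21 ± 0.12; list median 0.06, adjusted p = 0.00461, adjusted p = 0.202 with an estimated correlation). Of the matrix genes, which did not shift as a list (adjusted p = 0.465), the collagens Col6a2 (0.90 ± 0.11) and Col6a1 (adjusted p = 0.0199) rose, 2 of 44 over all genes and adjusted over the list alone. Col6a1 and the claudin Cldn15 (0.81 ± 0.15) lost their call without polysome Veh replicate 2 or any 1 of the polysome Rosi libraries (adjusted p 0.07 to 0.192). Their log2 fold changes in these fits were 0.55 to 0.60 for Col6a1 and 0.79 to 0.82 for Cldn15.

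Mitochondrial-encoded mRNAs fell in the polysome pool, where 13 of 13 had a log2 fold change below 0 with a median of −0.62. Of these, 3 passed over all genes and 10 adjusted over the list alone (adjusted p = 3e-13 by camera, adjusted p = 0.202 with an estimated correlation). Macrophage markers fell by a median of −0.16 (adjusted p = 1.62e-05, adjusted p = 0.396 with an estimated correlation), with 0 of 26 called by edgeR over all genes or adjusted over the list alone and 3 lower at an unadjusted p under 0.05. The cell cycle list rose by a median of 0.14 (adjusted p = 3.17e-06, adjusted p = 0.202 with an estimated correlation), oxidative phosphorylation by 0.08 (0.00019, and adjusted p = 0.684 with an estimated correlation) and cholesterol synthesis by 0.12 (0.00184, and adjusted p = 0.32 with an estimated correlation). The lysosome list fell by a median of −0.09 (0.00231, and adjusted p = 0.249 with an estimated correlation) and the inflammation list by −0.14 (0.0498, and adjusted p = 0.202 with an estimated correlation). For these 5 lists edgeR called 0 members over all genes or adjusted over the list alone, and at an unadjusted p under 0.05 there were 2 cell cycle, 1 oxidative phosphorylation and 1 cholesterol gene higher, 2 lysosome genes lower, and 1 inflammation gene higher and 2 lower. The oxidative phosphorylation call was lost without polysome Veh replicate 3 (adjusted p = 0.324) or polysome Rosi replicate 3 (0.197), that of cholesterol synthesis without polysome Rosi replicate 3 (0.0573), that of fatty acid synthesis without polysome Veh replicate 1 (0.0584) and that of inflammation without polysome Veh replicate 1, 2 or 3 (0.066, 0.0637, 0.167) or polysome Rosi replicate 3 (0.242). Cytosolic ribosomal proteins did not pass (median −0.02, adjusted p = 0.134), with 0 of 79 called and 3 lower at an unadjusted p under 0.05, but passed as lower without polysome Veh replicate 3 (1.46e-06), polysome Rosi replicate 2 (0.00388) or polysome Rosi replicate 3 (0.00145), and as higher without polysome Rosi replicate 1 (0.0412).

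**Figure D2:**
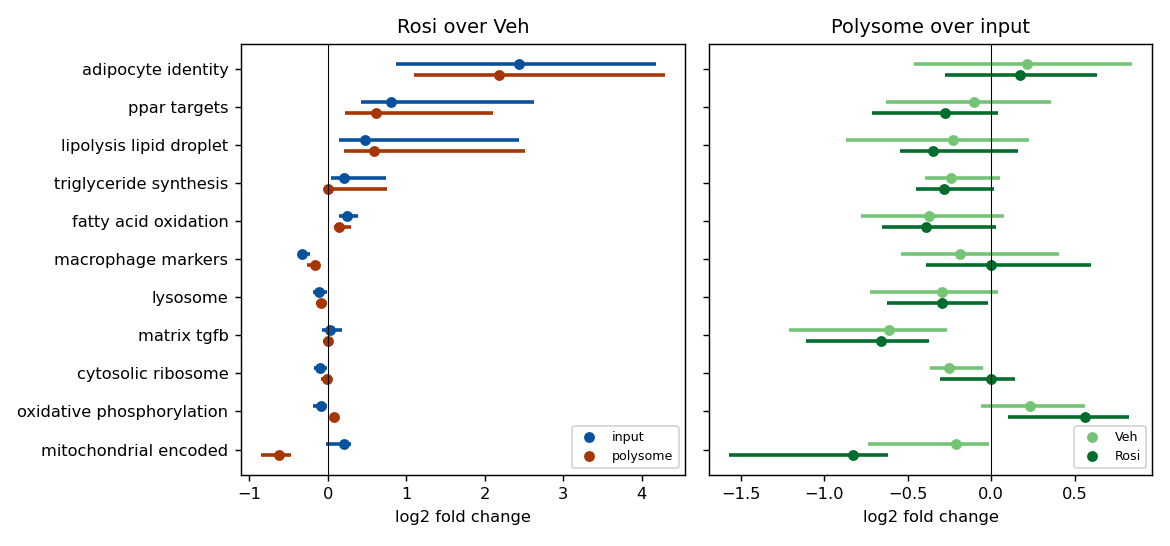
Median log2 fold change (point) and quartiles (line) over the measured members of 11 gene lists, for Rosi over Veh in input and polysome on the left and for polysome over input in Veh and Rosi on the right. Adipocyte identity lies at 2.43 in input and 2.18 in polysome, and the mitochondrial-encoded list lies at 0.20 in input and −0.62 in polysome.

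The responses of both fractions were then compared, to ask whether changes in total RNA carried through to polysomes. Of 13258 genes tested in both, 174 were called in input and 86 in polysome, and 60 in both, each of them higher, against 1.13 expected by chance (Fisher's exact test, p = 7.48e-97). The shared genes included Cidec, Adipoq, Plin1, Gpd1, Fabp4, Lipe and Pnpla2. The 26 called in polysome without a call in input included Plin4, the triglyceride synthases Dgat1 (log2 fold change 0.76 in polysome and 0.42 in input) and Dgat2 (0.86 and 0.59), the nuclear receptor Nr1h3, Col6a1, Col6a2 and the phosphodiesterase Pde3b, but no gene passed the test of the difference between fractions. Over the genes called in input, polysome fold changes followed input fold changes with a slope of 0.79 ± 0.04 by ordinary least squares. By total least squares this slope was 0.94. Over the genes called in polysome, the slope of input on polysome was 0.70 ± 0.07 by ordinary least squares. The slope of polysome on input over those genes was 1.09 by total least squares. These slopes are across genes, which are not independent replicates. The ordinary slope over genes called in input was 0.55, 0.64 and 0.64 without input Rosi replicates 1, 2 and 3. It was 0.33 without input Veh replicate 2, over genes called with 1 Veh library in the fit. The spread there came from the Rosi libraries alone, so that value does not decide whether the slope holds. Of 26 genes called lower in input, 21 were below 0 in polysome, with medians of −0.58 and −0.15.

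**Figure D3:**
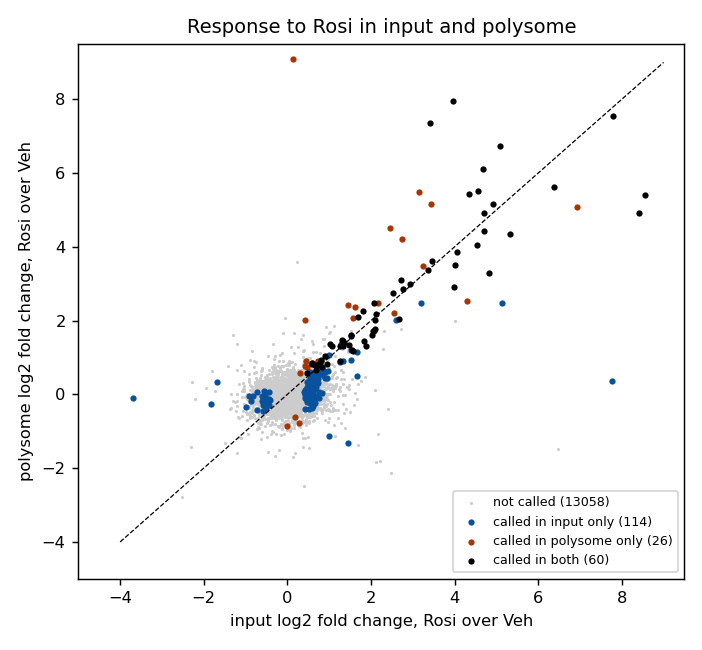
Log2 fold change of Rosi over Veh in polysome against that in input, 1 point per gene tested in both (13258), coloured by call, with a dashed line of equal change. The 60 genes called in both lie above 0 on both axes, and the 114 called in input alone include 26 below 0.

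Translation efficiency, the change in polysome beyond that in input, was tested as the interaction of fraction and treatment. No gene passed in edgeR among 14042, although 961 had an unadjusted p under 0.05, where chance gives 702. Those with the smallest p, none of which passed, were the poly(A)-binding protein Pabpc1 (log2 change −0.83 ± 0.13, SE; adjusted p = 0.163), Spop, a ubiquitin ligase adaptor (−0.74 ± 0.13; 0.221), and mt-Nd1 (−0.98 ± 0.20; 0.57) on the lower side, and AU041133 (2.12 ± 0.44; 0.57), Samd9l (0.73; 0.719) and Rhobtb3 (0.71; 0.719) on the higher. As whole genes, Pparg (−0.12, 0.895), Fabp4 (0.46, 0.719) and Pnpla2 (0.31, 0.747) did not pass. The article gives its Pnpla2 result for 1 isoform, which the whole-gene value does not test. DESeq2 called 1 gene, the mitochondrial-like pseudogene Gm28437, named after its value was seen and uncertain because its reads are shared with the mitochondrial genome, and limma on log2 TPM called 0. Without polysome Veh replicate 1 edgeR called 9 genes, and without a count filter 57, of which 31 were higher and 26 lower. On simulated data with these library numbers an adjusted p under 0.05, with no threshold on the fold, recovered 77.3% of 4-fold, 55.2% of 2-fold and 10.4% of 1.5-fold changes.

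By lists, translation efficiency of mitochondrial-encoded mRNAs fell, with 13 of 13 members below 0 and a median log2 change of −0.65 (adjusted p = 8.07e-13 by camera, adjusted p = 0.817 with an estimated correlation). Loading of mitochondrial ribosomes was not tested, so this fall is not read as a change in their translation. Nuclear oxidative phosphorylation genes rose by a median of 0.29 (8.3e-10, and adjusted p = 0.817 with an estimated correlation), among them Ndufb4 at 0.64, Atp5j2 at 0.51 and Uqcrq at 0.45, which did not pass as single genes. Mitochondrial ribosomal proteins rose by 0.16 (0.000184, and adjusted p = 0.817 with an estimated correlation). Immediate early genes such as Klf4 (−0.48) and Btg2 (−0.47) fell by a list median of −0.13 (0.00595, and adjusted p = 0.817 with an estimated correlation), and macrophage markers rose by 0.20 (0.0332, and adjusted p = 0.908 with an estimated correlation). In these 5 lists edgeR called 0 of 13, 0 of 76, 0 of 78, 0 of 29 and 0 of 26 members, over all genes or adjusted over the list alone, and at an unadjusted p under 0.05 there were 11 lower, 18 higher, 4 higher, 3 lower and 0. The study's own efficiency examples, not independent evidence of direction, had a median of 0.20 and did not pass (adjusted p = 0.0554). Of these, 0 of 11 passed in edgeR as whole genes over all genes, with 4 higher at an unadjusted p under 0.05. Adjusted over the list alone 1 passed, the zinc finger gene Zfp932 (1.04 ± 0.29, SE, and adjusted p = 0.719 over all genes). The article reports its efficiency examples as transcripts, so these whole-gene values do not test its isoforms. Without a single library, the mitochondrial ribosome call was lost (adjusted p = 0.0591 without polysome Veh replicate 3, 0.186 without input Veh replicate 2), as was that of immediate early genes (0.0539 and 0.156 without polysome Veh replicate 2 or 3, 0.188 without input Veh replicate 1) and of macrophage markers (0.0885 and 0.451 without polysome Veh replicate 1 or 3, 0.267 without polysome Rosi replicate 3, 0.631 without input Veh replicate 2, 0.115 and 0.0918 without input Rosi replicate 2 or 3), whose call was also lost with the replicate number as a block (0.0622). Cytosolic ribosomal proteins did not pass (median 0.15, 60 of 79 above 0, adjusted p = 0.195), with 0 of 79 called by edgeR and 2 higher and 2 lower at an unadjusted p under 0.05, but passed as higher without polysome Veh replicate 1 (0.00703), polysome Rosi replicate 1 (2.3e-05) or input Veh replicate 1 (0.000211). The examples passed without polysome Veh replicate 1 (0.0371), polysome Rosi replicate 2 (0.0322) or input Rosi replicate 1 (0.0374), and with upper quartile factors (0.0478).

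At the level of transcripts, 9 of 34654 passed, 2 higher and 7 lower, and 1757 had an unadjusted p under 0.05, where chance gives 1733. In each of the 9, 1 whole group of libraries stood under 1 read, so no fold is given. The raised isoforms were of Tcf12, a transcription factor (ENSMUST00000184867.7, 187 mean reads in input Veh, 0 in input Rosi, 537 in polysome Veh and 695 in polysome Rosi; adjusted p = 0.0087), and of Plxdc2 (ENSMUST00000126173.1, 86.4, 0, 188 and 246 reads; 0.0181). The lowered isoforms were of the checkpoint gene Hus1 (ENSMUST00000020683.9, 0, 130, 177 and 200 reads; 0.000856), the receptor Epha4, the splicing factor Mbnl1, the coagulation inhibitor Tfpi, the purine synthesis enzyme Pfas and the kinase Jak3, each at 0 mean reads in input Veh, and of Tmem164, at 0 in polysome Rosi. As whole genes none of these passed, with unadjusted p of 0.074 to 0.923. The Plxdc2 isoform lost its call without polysome Veh replicate 2 (adjusted p = 0.0719) or polysome Rosi replicate 3 (0.0606), and those of Pfas, Tfpi and Tmem164 lost theirs without any 1 polysome Veh or input Rosi library (0.0511 to 0.113) and most polysome Rosi libraries. The Jak3 isoform lost its call with any 1 of the 11 libraries left out (0.0616 to 0.134). The count was 5 without polysome Rosi replicate 3, 42 without input Veh replicate 1, 48 without input Veh replicate 2, 0 with the replicate number as a block and 280 by DESeq2. To ask whether 5′ UTR sequence differed, the 200 transcripts with the highest interaction statistic were compared with the 200 lowest, 1 per gene, since fewer than 10 were called per side. Their 5′ UTRs held 32.6% ± 7.08 G (SD, n = 200) against 34.8% ± 8.30 G in the lowest, a difference of −2.24 points (permutation test, two-sided, adjusted p = 0.00604). GC content was 61.8% ± 9.39 against 66.5% ± 11.5, a difference of −4.73 points (permutation test, adjusted p = 6e-05), and log2 length differed by −0.18 (adjusted p = 0.131). With the transcripts ordered by DESeq2 neither passed, at −0.863 points of G (permutation test, adjusted p = 0.253) and −2.41 points of GC (0.0663). The G difference did not pass without polysome Veh replicate 2 (−0.0723), polysome Veh replicate 3 (−0.0166), polysome Rosi replicate 2 (−1.48), polysome Rosi replicate 3 (−0.669), input Veh replicate 1 (−0.815) or input Rosi replicate 1 (−1.30) and was above 0 without input Veh replicate 2 (0.51). That in GC content did not pass without the first 5 of these libraries (−1.05, −1.32, −2.31, −0.901 and −0.911) and was also above 0 without input Veh replicate 2 (0.287).

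The last comparison asked which mRNAs the polysome pool held more or less of than total RNA. In Veh the iron storage gene Ftl1 was lower in polysome, at 1079 CPM against 7074 CPM in input (log2 fold change −2.71 ± 0.16, SE; adjusted p = 1.12e-07), although its reads are shared with the pseudogene Ftl1-ps1 (−2.83). The cytoskeletal linker Tln1 was at 172 against 808 CPM (−2.24 ± 0.14), Cad, of pyrimidine synthesis, at −2.16 ± 0.16 and Cdh16, a cadherin, at −2.19 ± 0.17, with Pcdhgc5 at −2.22 and Pcdhgb4, both of a cluster whose members share exons, also lower. The unnamed AL732309.1 was lower too (−2.52, adjusted p = 0.00912), but not without input Veh replicate 1 (adjusted p = 0.0752). Among genes higher in polysome were Dynlt3, a dynein light chain, at 395 against 138 CPM (1.51 ± 0.17, SE; adjusted p = 5.5e-06), the lipid carrier Fabp7 (2.04 ± 0.42), Stxbp6 (1.71), Efcab2 (1.63), Ms4a4a (1.58), Zfp781 (1.67) and the lysosomal enzyme Gla (2.36, adjusted p = 0.0453), of which Dynlt3 and Ms4a4a were above 10 CPM in both fractions. A low-count gene sharing the symbol Ptp4a1 with a more abundant one was also called higher (1.54), and its reads may not be told from those of its namesake. Of 14042 genes, 1358 passed in Veh, 420 higher and 938 lower in polysome, and 1349 of these did not overlap between the groups. Over all tested genes 64% did not, where chance gives 20% with 2 against 3 libraries. Without polysome Veh replicate 1, 236 were higher and 759 lower, and limma on log2 TPM called 386 higher and 458 lower. Of the 10 higher genes chosen by the naming rule, 5 lost their call with 1 library left out (adjusted p 0.0507 to 0.286), 4 of them without input Veh replicate 1, 3 without input Veh replicate 2, 3 without polysome Veh replicate 1, 2 without polysome Veh replicate 3 and 1 without each of input Rosi replicate 2 and polysome Rosi replicate 2. GC content and length of the transcripts accounted for 31.2% of the variance of these fold changes across genes in Veh.

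Matrix genes were lower in polysome Veh than in input Veh, 16 of 44 over all genes and adjusted over the list alone (median −0.61, adjusted p = 9.07e-07, adjusted p = 0.598 with an estimated correlation), with Col6a2 at −1.99 ± 0.15 (SE) and the basement membrane collagen Col4a2 at −1.85. Smooth muscle and pericyte markers (3 of 13 lower and 1 higher, median −0.83, adjusted p = 0.00686), mesothelial markers (5 of 15 lower, −0.60, 0.023) and fatty acid synthesis (2 of 14 lower, −0.46, 0.00686) were lower as lists, each with adjusted p = 0.598 with an estimated correlation and with the same counts adjusted over the list alone. Krt8, a keratin of mesothelium, was at −1.65 ± 0.11 and Fasn, the fatty acid synthase, at −2.09 ± 0.17. The lysosome list (7 of 50 lower and 1 higher, −0.29, 0.00106), the cell cycle list (6 of 34 lower, −0.33, 0.023) and fatty acid oxidation (3 of 23 lower, −0.37, 0.0234) were also lower, again with adjusted p = 0.598 with an estimated correlation and the same counts adjusted over the list alone. Cytosolic ribosomal proteins were lower (median −0.25, adjusted p = 0.00686, adjusted p = 0.798 with an estimated correlation), 4 of 79 passing over all genes and adjusted over the list alone, namely Rpsa (−1.54 ± 0.10), Rps2 (−1.52), Rplp0 (−1.39) and Rplp1 (−1.01). Oxidative phosphorylation genes were higher, 3 of 76 with 2 lower over all genes and adjusted over the list alone (median 0.23, adjusted p = 0.023, adjusted p = 0.798 with an estimated correlation), the lower ones being Uqcrc1 and Ndufv1. Rplp1, Uqcrc1 and Ndufv1 fell under the log2 threshold without input Veh replicate 2 (−0.85, −0.94 and −0.99) or polysome Veh replicate 1 (−0.97, −0.98 and −0.96), as did Rplp1 without polysome Veh replicate 3 (−0.98). Mitochondrial ribosomal proteins were higher as a list (median 0.21, adjusted p = 0.023, adjusted p = 0.798 with an estimated correlation) with 0 of 78 called by edgeR over all genes or adjusted over the list alone and 33 higher and 7 lower at an unadjusted p under 0.05. Several of these calls were lost without 1 library: oxidative phosphorylation without polysome Veh replicate 1 (adjusted p = 0.0519) or input Veh replicate 1 (0.242), mitochondrial ribosome without polysome Veh replicate 2 (0.0542) or input Veh replicate 1 (0.242), cytosolic ribosome without polysome Veh replicate 3 (0.17) or input Veh replicate 2 (0.162), cell cycle without polysome Veh replicate 2 or 3 (0.0542, 0.0864) or input Veh replicate 1 (0.0631), fatty acid oxidation without polysome Veh replicate 3 (0.0864) or input Veh replicate 1 (0.0788), and mesothelial markers without polysome Veh replicate 3 (0.0631).

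With Rosi, 1593 of 14042 genes passed, 911 higher and 682 lower in polysome, and 1558 of these did not overlap between the groups. Over all tested genes 65.5% did not, where chance gives 10% with 3 against 3 libraries. With upper quartile factors 772 were higher and 796 lower. Nuclear oxidative phosphorylation genes were higher in polysome, 13 of 76 over all genes and adjusted over the list alone (median 0.56, adjusted p = 5.35e-06, adjusted p = 0.591 with an estimated correlation), with Cox7b at 1.36 ± 0.13 (SE), Uqcrb at 1.32 and Cox6c at 1.30. Mitochondrial ribosomal proteins were higher for 4 of 78 over all genes and adjusted over the list alone (median 0.37, adjusted p = 5.97e-05, adjusted p = 0.591 with an estimated correlation), such as Mrpl18 (1.12). Mitochondrial-encoded mRNAs were lower, 6 of 13 over all genes and adjusted over the list alone (median −0.83, adjusted p = 0.000316, adjusted p = 0.591 with an estimated correlation), with mt-Nd1 at −1.71 ± 0.13 and mt-Nd2 at −1.57. Fabp4 passed as higher in polysome at 1.44 ± 0.12 (SE; adjusted p = 5.51e-07), while in Veh its 0.98 was under the log2 threshold of 1 (adjusted p = 6.61e-05), and the difference between the treatments did not pass. Matrix genes (15 of 44 lower and 1 higher, median −0.66, adjusted p = 8.31e-07), the lysosome list (5 of 50 lower, −0.30, 0.0009), fatty acid synthesis (1 of 14 lower and 1 higher, −0.52, 0.00199) and fatty acid oxidation (1 of 23 lower, −0.39, 0.0122) were lower as lists, with the same counts adjusted over the list alone and adjusted p = 0.506 with an estimated correlation. Immediate early genes (2 of 29 lower, median −0.46, adjusted p = 0.00191) and smooth muscle and pericyte markers (5 of 13 lower and 1 higher, −0.63, 0.0065) were lower too, with the same counts adjusted over the list alone and adjusted p = 0.591 with an estimated correlation. Cytosolic ribosomal proteins did not pass as a list (median −0.00, adjusted p = 0.199) but did without polysome Rosi replicate 3 (0.0456) or input Rosi replicate 3 (0.0457), and 4 of 79 were lower over all genes and adjusted over the list alone, Rpsa (−1.74 ± 0.09, SE), Rplp0 (−1.77), Rps2 (−1.54) and Rplp1 (−1.40). GC content and length accounted for 40.9% of the variance of these fold changes across genes.

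**Figure D4:**
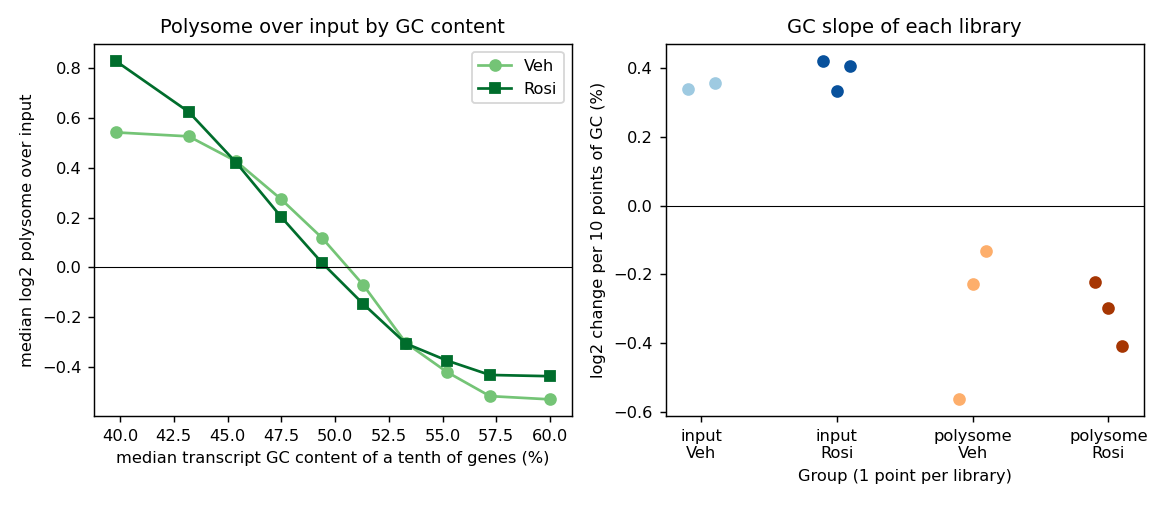
Left, median log2 polysome over input against the median GC content (%) of 10 equal bins of the genes, in Veh and Rosi. Right, log2 change per 10 points of GC content in each library, 1 point per library (input Veh n = 2, other groups n = 3), where input libraries lie above 0 and polysome libraries below 0, with a Veh median of 0.54 in the bin of lowest GC content and −0.53 in the highest.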

Values the study reported

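The article reports more than 1,400 differentially expressed genes in total RNA after Rosi, with 1,461 given in its discussion, 116 in the polysome fraction and 85 shared by both. For pathways enriched in the 85 shared genes it gives mean log2 fold changes, taken over the genes that overlap each pathway. These are 1.21 in total RNA and 1.35 in polysomes for glycerophospholipid biosynthesis, and 1.54 and 2.0 for the PPARa pathway. The article also reports 135 transcripts with raised and 206 with lowered translational efficiency.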

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

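The tests of a repeated library, of smaller fold changes among raised and lowered genes and of all 3 mitochondrial explanations were chosen only after the results were seen, while those of the polysome library that stands apart, of GC content and length, of coding length and of the regrouped libraries were set before. Which polysome library stands apart was read from the first principal component, so that choice rests on these data.

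More genes were called in input (182, or 1580 without input Rosi replicate 1) than in polysome (88). In the fit of all 4 groups the order turned, with 77 called in input and 115 in polysome. With counts scaled from TPM each fraction had 66. Input kept the higher count by DESeq2 (400 against 127), by limma on TPM (57 against 37), and with RLE (184 against 89) or upper quartile factors (201 against 89). It also did so without a count filter (907 against 189), with the filter of at least 10 counts (227 against 95) and with the replicate number as a block (187 against 102). Counting the repeated library as deposited raised the input count 5.79-fold, to 1054. With 1 polysome Veh library repeated in place of another, polysome counts were 78 to 904, or 1.17 to 5.05 times those without the repeat. The gap of 182 against 88 has the repeated library counted once, so the repeat does not enter that gap. That gap therefore cannot test the repeat as a cause. The input count was 1.02, 1.90 and 3.31 times the polysome counts without polysome Veh replicates 1, 3 and 2. Leaving out polysome Veh replicate 1, the library that stands apart, brought the polysome count to 0.984 times the input count, which is the same pair of counts as the 1.02, so that its spread may explain the gap. Smaller fold changes in polysome remain undecided, with a total least squares slope of 0.954 over 21 raised PPARγ target and adipocyte genes (95% interval 0.619 to 1.76), and for lowered genes a macrophage marker median translation efficiency change of 0.205 (95% interval 0.169 to 0.257, adjusted p = 0.908 with an estimated correlation).

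Mitochondrial-encoded mRNAs were lower in polysome Rosi, 13 of 13 with a median log2 fold change of −0.622. A lower total level is argued against by their input median of 0.205, and GC content by a median of 0.0261 over 1061 nuclear genes of the same GC content (95% interval 0.0161 to 0.0358). Less carry-over of mitochondria into the polysome pool is a candidate explanation, as the SD of the 13 changes was 0.417 of the size of their median and nuclear oxidative phosphorylation genes stood at a median of 0.082. A test on 1 polysome library setting the pattern was dropped after its result was seen, and the medians without each library in turn were −0.577, −0.632 and −0.649 for polysome Veh replicates 1 to 3 and −0.603, −0.523 and −0.782 for polysome Rosi replicates 1 to 3. Loading of mitochondrial ribosomes was not tested and stays open.

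Polysome over input fold changes followed the sequence of the transcripts. GC content and length explained 31.2% of the variance in Veh, and the GC slope differed between fractions by −0.68 per 10 points of GC content. A bias of the libraries and an effect on translation cannot be told apart, because the slopes ranged by 0.433 among polysome libraries, or 0.277 without polysome Veh replicate 1, but by 0.0875 among input libraries, and input libraries need not share a bias that arises in making polysome RNA. Loading limited by coding length is argued against by the genes of shortest coding sequence, the first of 10 equal bins, whose median lay 0.432 above that of the middle bins. Once GC content and length were taken out, medians in Veh went from −0.613 to −0.371 for matrix, −0.462 to −0.249 for fatty acid synthesis, −0.829 to −0.587 for smooth muscle, −0.294 to −0.251 for lysosome, 0.23 to 0.167 for oxidative phosphorylation, 0.206 to 0.131 for the mitochondrial ribosome and −0.253 to −0.32 for the cytosolic ribosome.

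The response passed as different between polysome and input for 9 transcripts, but each had a whole group under 1 read and a gene that did not pass (unadjusted p 0.074 to 0.923), and 0 passed with the replicate number as a block and 1 by limma. By lists the median translation efficiency changes were −0.647 for mitochondrial-encoded mRNAs, 0.29 for oxidative phosphorylation, 0.165 for the mitochondrial ribosome, −0.129 for immediate early genes and 0.205 for macrophage markers. None of these lists passed with an estimated correlation (adjusted p 0.817 to 0.908). When the 6 polysome libraries were regrouped, 1 of 10 splits, the real one, had 88 calls and the highest other had 0, and for polysome over input in Rosi 1 of 10 splits had 1593 and the highest other 1, which is too few splits for a share under 0.05.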

How the results depend on the processing

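DESeq2 on all libraries as deposited, with or without a count filter, and the 5′ UTR comparisons by DESeq2 calls and with a library left out were tests chosen only after the results were seen.

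The input count of 182 was 400 by DESeq2, 907 without a count filter and 1054 with all libraries as deposited. It was 57 by limma on TPM, 66 with counts scaled from TPM and 77 in a fit of all groups. With an input Rosi library left out it was 111 to 1580. DESeq2 as deposited gave 1648, or 1567 without a filter. The higher and lower genes in input, 154 and 28, were 239 and 161 by DESeq2, 481 and 426 without a filter, 645 and 409 as deposited, 701 and 879 without input Rosi replicate 1, and 783 and 865 by DESeq2 as deposited. The polysome count of 88 was 189 without a filter (147 higher and 42 lower), 37 by limma and 55 to 179 with a library left out. The translation efficiency count of 0 genes was 1 by DESeq2, 57 without a filter, 0 to 9 with a library left out and 4 by DESeq2 as deposited with or without a filter. The 9 transcripts became 280 by DESeq2, 21 without a filter, 20 as deposited, 1 by limma, 5 to 48 with a library left out, and 479 by DESeq2 as deposited, or 353 without a filter. Polysome over input in Veh (1358) gave 844 by limma and 995 to 1705 with a library left out, and in Rosi (1593) 876 and 1351 to 1769. The 60 shared genes were 124 without a filter, 104 by DESeq2 as deposited and 44 to 73 with a library left out. The slope of 0.79 was 0.45 without a filter, 0.71 as deposited, 0.33 to 0.82 with a library left out, and 0.68 by DESeq2 as deposited, or 0.61 without a filter. The 5′ UTR difference in G (−2.24) was 9.70 by calls, −0.863 in DESeq2 order, −0.255 by DESeq2 calls (none of which passed) and −3.92 to 0.51 with a library left out, and that in GC (−4.73) was 12.9, −2.41, −1.80 (likewise none passing) and −7.35 to 0.287, while that in log2 length (−0.18) was 1.08 by calls, on 1 against 6 transcripts, and −0.188 to 0.0339 with a library left out. With a library left out, named genes kept their call or its absence in 545 comparisons in input, lost it in 59 and gained it in 49, and in polysome these were 718, 18 and 7. The adjusted p of the cytosolic ribosome list ranged from 4.48e-08 to 0.941 in input and from 1.46e-06 to 0.519 in polysome with a library left out, and its direction turned without input Veh replicate 2 and without polysome Rosi replicate 1. The cause was not tested for results that did not hold.

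With the replicate number as a block, 187 genes were called in input, 102 in polysome, 0 in translation efficiency, 1353 for polysome over input in Veh and 1597 in Rosi, the slope was 0.60 and 0 transcripts passed. Pairing by number found no support, with correlations of −0.233 to 0.114 between libraries of the same number. At this depth and number of libraries, 10.4% of simulated 1.5-fold changes in translation efficiency were recovered by adjusted p alone, and neither depth nor library number was varied in the simulation.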

Other observations

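The tests cited here were set before the results were seen, except DESeq2 on all libraries as deposited, which was among the tests chosen only after them.

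Several gene groups did not pass for Rosi in input. By camera these were fatty acid synthesis (median log2 fold change 0.14, adjusted p = 0.0526), translation factors (−0.05, 0.0655), cell cycle (0.10, 0.147), dendritic cell markers (adjusted p = 0.171), cholesterol synthesis (0.09, 0.309), progenitor markers (−0.01, 0.378), the integrated stress response (−0.08, 0.616), matrix (0.02, 0.661), smooth muscle and pericyte markers (−0.06, 0.789), inflammation (0.04, 0.789), endothelial markers (0.13, 0.789), interferon response (0.05, 0.828), neutrophil markers (0.19, 0.847) and mesothelial markers (−0.07, 0.974). Single members passed within some of them, the desaturase Scd1 (1.55 ± 0.11, SE), the poly(A)-binding protein Pabpc1 (0.52 ± 0.09, SE; 745 to 1018 CPM), the stress cytokine Gdf15 (0.62 ± 0.10), the nucleotide reductase subunit Rrm2 (0.70), the pericyte adhesion gene Mcam (0.60) and the TGFβ inhibitor Smad7 (0.49) as higher and Saa3 as lower. Of these, Pabpc1, Rrm2, Mcam and Smad7 lost their call without input Rosi replicate 2 (adjusted p 0.0512, 0.105, 0.145 and 0.124). Saa3 lost its call without input Rosi replicate 3 (0.0933). Without input Veh replicate 2, Pabpc1, Rrm2, Mcam, Smad7 and Saa3 stood at log2 fold changes of 0.39, 0.45, 0.51, 0.61 and −0.41. Without input Rosi replicate 2, fatty acid synthesis, cholesterol synthesis and translation factors passed (adjusted p 0.0189, 0.0252 and 0.0256). Interferon response passed, as lower, without input Rosi replicate 3 (0.0255). Fatty acid synthesis and translation factors also passed with RLE factors (0.0493 each), and interferon response, as lower, with the replicate number as a block (0.0355). Lymphocyte markers, measured for 3 members only in the fit of all groups, did not pass in translation efficiency (median 0.37, adjusted p = 0.816). Erythroid and epididymal markers and nuclear noncoding RNAs had under 3 measured members and were not tested, Crisp1 of the epididymis standing at a log2 fold change of −0.49 in input (adjusted p = 0.0613) and the noncoding Tug1 at 1.24 for polysome over input in Rosi.

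For the lists that passed, median, mean and test had the same sign. They differed in input for interferon response, inflammation, mesothelial, progenitor, integrated stress response and smooth muscle lists, in polysome for the integrated stress response and endothelial lists, in translation efficiency for the PPARγ target, inflammation, lipolysis, fatty acid oxidation, fatty acid synthesis, adipocyte, thermogenic and polysome example lists, and for polysome over input for thermogenic, inflammation and neutrophil lists in Veh and thermogenic, macrophage and progenitor lists in Rosi.

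The input count was 182 genes. This is lower than the article's count, and DESeq2 on all libraries as deposited without a count filter gave 1567, so the count depends on the repeated library, the tool and the filter. At the level of transcripts 9 passed for translation efficiency. This is lower than in the article, and DESeq2 on all libraries as deposited without a count filter gave 353.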
